A study of Mus musculus with 2 samples. Its data were reported in "Dedifferentiation-driven oncogenic stemness promotes tumor-sustaining adaptability in the intestinal epithelium" (2026).

How the data were processed

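The series holds 2 samples of mouse duodenal epithelium, double mutant crypts and double mutant villi, 1 of each. For the villi, the authors deposited raw UMI counts per gene and barcode for every barcode seen, made from 10x Genomics 3′ version 3 libraries with Cell Ranger on the mm10 build, per the labels and the study's methods. These counts were neither filtered nor normalised. The crypt library was not analysed here, and neither were wild-type samples. No filter on cells was stated in the sources used here.

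Barcodes were kept as cells when their UMI total reached the 99th percentile of the 3000 largest barcodes divided by 10, which gave 13854 UMIs, with 200 or more genes and under 20% mitochondrial UMIs. This left 2195 barcodes, then 2090, of which Scrublet in scanpy removed 11 as doublets (expected rate 1.67%), leaving 2079 cells. Expression was scaled to 10000 per cell and log-transformed in scanpy 1.11.5 (Python 3.11.15, igraph 0.11.9, numpy 2.4.6, scipy 1.17.1). Clustering used 2000 variable genes, 30 principal components, 15 neighbours and the Leiden method at resolution 1 with seed 0, after leaving out the genes of the outcome and control lists and the stem and cycling markers. Numerical rounding on another processor setting was seen to move a few cells between clusters and to change some list calls, as a change of seed does, so 1 setting was fixed throughout.

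Markers of stem, cycling, enterocyte, goblet, Paneth, tuft, enteroendocrine, T, B and plasma, myeloid, mesenchymal, endothelial and erythroid cells were fixed before the data were examined. The rule that turned markers into names was set after clusters had been looked at. A cluster was named X-like when 3 or more markers, and at least 50% of those with 20 or more UMIs, were 1.5-fold or more above the other cells and at least 1 was among its 10 leading genes by ratio. These ratios add 0.5 UMIs to each count, so in a small cluster a marker can pass 1.5-fold without a UMI, as the tuft markers did in cluster 15. Leading genes needed 50 UMIs and a UMI in 25% of the cluster's cells. The class with most markers among the leading genes was taken, and a cluster with more leading markers of a class that did not qualify stayed unnamed. This rule kept a cluster with raised cycling markers (cluster 1), 1 with raised tuft markers (cluster 8) and 2 with raised enteroendocrine markers (clusters 7 and 9) unnamed. Without the need for a leading gene these would be named, and the stem-like and enterocyte-like clusters would be the same as here. Other limits for naming were not tried. A stem-like cluster was called cycling when its summed level of the cycling markers was above that of all kept cells. No authors' cell annotation was used, so differences from the study may come from rebuilt names.

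For each comparison, UMIs were summed over the cells of each side and given as CPM with exact Poisson intervals. Ratios have exact conditional binomial intervals and shares have exact Clopper-Pearson intervals. Intervals marked as from resampling cells are bootstrap intervals over the cells of each group. Cells are not replicates, so no p-value, standard error or count of changed genes was computed. A side at 0 was set to 3 counts and the ratio given as a bound. For 16 outcome lists and 2 control lists, also fixed in advance, the median log2 ratio of members with 50 or more UMIs over both sides was placed among 10000 random lists of the same size matched on expression in 20 bins. A list at percentile 95 or above was called high and one at 5 or below low. The lists were assembled from general knowledge and are not the gene sets the study used. The text names 21 genes chosen in advance, the 2 highest and 1 lowest members of each outcome list, and the 5 highest and 5 lowest genes outside the clustering set that are not ribosomal, mitochondrial or unnamed gene models. Some genes that this rule names are not reported here. Genes that lead a cluster, Igkc, Malat1 and the goblet group genes were named after their values were seen. Gene coordinates are those of RefSeq on GRCm38.p6, the assembly that mm10 stands for.

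For shares of cells with a UMI, each cell was thinned to 2000 UMIs, which left out no cell. Both steps were run on simulated counts drawn from the summed profiles, with 200 genes changed in each of 20 runs. Each gene was drawn independently as a Poisson count, which is the model that the intervals assume. These runs therefore check the computation only. They leave out spread between cells and genes that vary together, so they do not show how the steps perform on real cells. In the stem-like against enterocyte-like setting, 95.5% of intervals of unchanged genes and 96.3% of those changed 2-fold held the true ratio. Of lists with no change, 9.12% were called high or low, where 10% is set by the limits, and a list raised 1.5-fold was called in 20 of 20 runs. In the cycling against other stem-like setting, these were 95.5%, 94.7%, 7.65% and 20.

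The alternatives were a lower UMI minimum (0.5 times) and a higher one (2 times), mitochondrial limits of 10% and 50%, no doublet removal, clustering with the listed genes kept in, resolutions of 0.5 and 1.5, seed 1, unthinned cells, a minimum of 200 UMIs per gene, subtraction of 5% free RNA in the proportions of barcodes under 100 UMIs, and equal weight for each cell. Added after the data were seen were a minimum of 1000 UMIs per barcode, lists without the naming markers, random lists without clustering genes, and leaving out cells without an Epcam or Krt8 UMI. The comparison of tuft-like with other epithelial cells was planned and not made, since no cluster was tuft-like.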

Results

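Single-cell RNA sequencing was used to profile the duodenal villus epithelium of a double mutant mouse, in which Smad4 is lost and β-catenin is made constitutively active by deletion of its exon 3 in cells that express Villin-Cre. Tamoxifen was given for 4 days and the tissue was collected at day 7. The series lists 2 samples, 1 of double mutant crypts and 1 of double mutant villi. Only the villi library was analysed here, so no comparison with crypts or with wild-type tissue was made. The villi library held 142503537 UMIs over 2406072 barcodes, and 82.5% of the UMIs lay in the 2079 cells kept. The median cell had 54214 UMIs, 6384 detected genes and 4.13% mitochondrial UMIs. With 1 library there is no replicate error. Every interval is a 95% interval. It covers counting error only, except where it is marked as from resampling cells. The differences below describe this library. Its labels differ on selection: the sample title names all villus cells, while the series design and the study's methods describe sorting on a red fluorescent proliferation reporter or CD44. A sort of this kind would set the shares of stem-like and cycling cells.

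**Figure D1:**
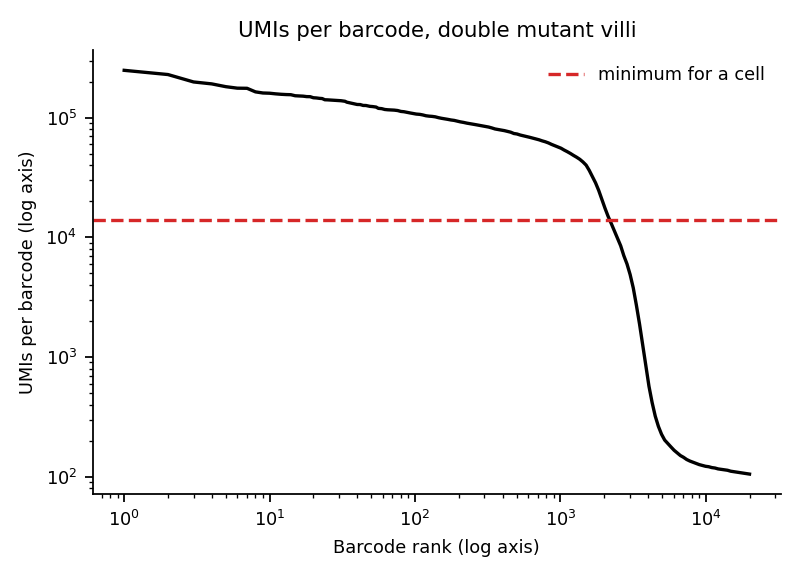
UMIs per barcode against barcode rank, both on log axes, for the double mutant villi library. The dashed line marks the minimum of 13854 UMIs for a cell, which 2195 barcodes passed.

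The 2 targeted genes were detected in the epithelium. Smad4 (ENSMUSG00000024515, chromosome 18, 73634790 to 73703791, GRCm38.p6) was at 21.9 CPM (20.1 to 23.8; UMIs per gene scaled to the summed UMIs of the group) in stem-like cells and at 26.8 CPM (24.1 to 29.7) in enterocyte-like cells. Ctnnb1 (ENSMUSG00000006932, chromosome 9, 120933400 to 120960507), which encodes β-catenin, was at 194 CPM and 227 CPM, a ratio of 0.855 (0.817 to 0.895). The T cell-like cells, which do not express Villin-Cre, had Smad4 at 26.0 CPM. Tags from the 3′ end of Ctnnb1 do not cover exon 3, and the position of the deleted Smad4 exon was not given in the sources used here, so these levels say nothing about either deletion.

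The kept cells fell into 15 clusters, of which 8 met the rule for a class name. Stem-like cells made up 19.3% of cells (17.6% to 21.1%) in 2 clusters. One was a cycling cluster of 209 cells and the other had a lower level of cycling genes and held 192 cells. Enterocyte-like cells made up 12.3% (10.9% to 13.8%), goblet-like cells 4.04% (3.24% to 4.98%) and T cell-like cells 1.49% (1.02% to 2.11%). A further 94 cells were cycling-like, with no stem marker raised 1.5-fold. The 7 unnamed clusters held 58.3% of cells (56.2% to 60.5%). They included cluster 1 (13.0% of cells), led by replication-dependent histone genes, in which all 8 cycling markers were raised but none was a leading gene, cluster 6, led by Ccne2, Lcn2 and Orc1, and cluster 10, led by Ugt2b5, Otop3 and Sult6b2. In 3 clusters (7, 9 and 11; 371 cells) the median mitochondrial share was above 10% and the median cell held 25333 UMIs. The share of stem-like cells ranged from 16.0% to 26.4% over the processing alternatives, and that of enterocyte-like cells from 3.56% to 12.5%. The stem and cycling markers were left out of the genes used for clustering, and no cluster was B or plasma cell-like, myeloid-like, mesenchyme-like, endothelial-like or erythroid-like.

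**Figure D2:**
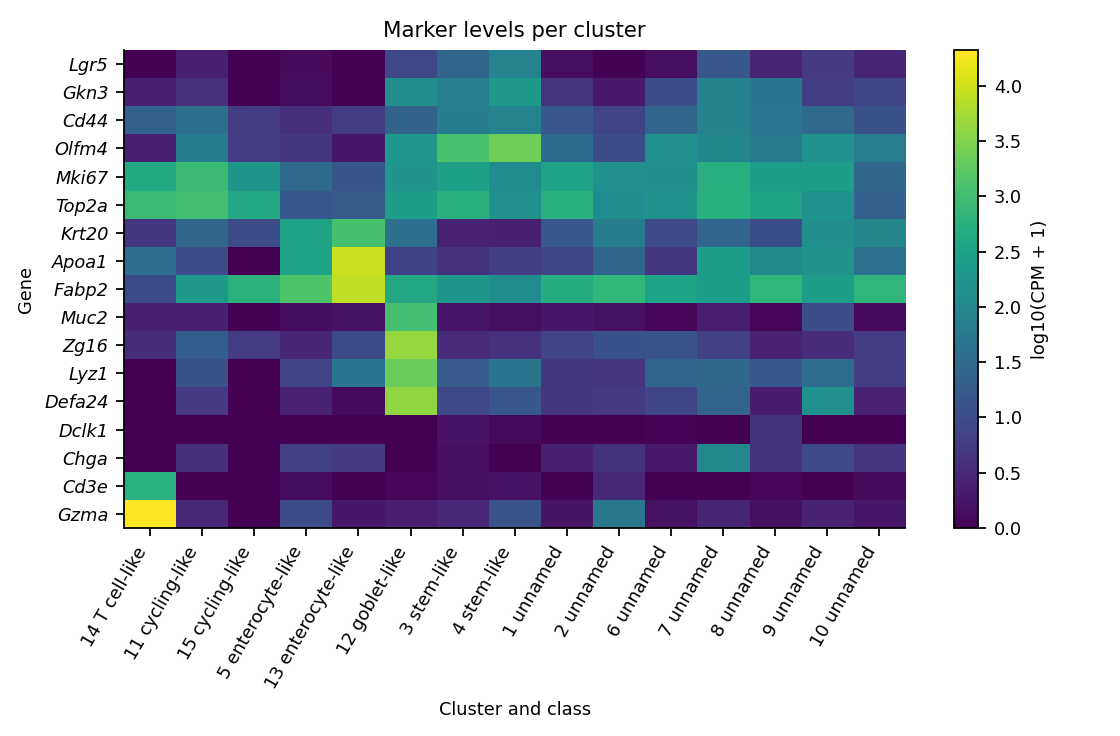
Level of 17 marker genes (rows, log10 of CPM + 1) in each of the 15 clusters (columns, with the class name). Lgr5 reached 82.9 CPM in the stem-like cluster 4 and Muc2 reached 1066 CPM in the goblet-like cluster 12.

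The study asked which cells of the mutant villus carry stem markers, and the stem-like cells were therefore set against the enterocyte-like cells. Lgr5, the receptor that marks crypt base stem cells (ENSMUSG00000020140, chromosome 10, 115450314 to 115587780), was at 46.3 CPM (43.7 to 49.1) in stem-like cells and 0.22 CPM (0.045 to 0.64) in enterocyte-like cells, a ratio of 210.2 (71.7 to 1021). Gkn3 was 424-fold higher (165 to 1556) and Cd44 21.6-fold higher (16.1 to 29.8). Ascl2, a Wnt-responsive stem cell transcription factor, and Olfm4 were also among the 5 highest genes outside the clustering set, at 47.7 against 0.073 CPM and 1636 against 3.09 CPM, with Ccdc3 at 8.44 against 0.073 CPM. Keratin 20, a marker of differentiated enterocytes, was at 1.53 CPM in stem-like and 518 CPM in enterocyte-like cells. Clca4a was at 0.16 and 4.85 CPM, from 4 UMIs in 4 cells and 66 UMIs in 5 cells. The 5 lowest ratios outside the clustering set were those of Prrx1, Cndp1, Cyp2d22, Slc25a34 and Gal3st2, with 1 stem-like UMI in each of the first-named 4. Prom1 was 1.90-fold (1.73 to 2.10), Ephb2 1.85-fold (1.62 to 2.12), Mki67 9.03-fold (8.11 to 10.1) and Notch1 18.7-fold (11.7 to 31.7) higher in stem-like cells. Lgr5, Gkn3, Cd44, Olfm4 and Ascl2 were also among the markers that named the class.

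The proliferation and growth lists were higher in stem-like than in enterocyte-like cells. All 25 DNA replication genes were higher, with a median log2 ratio of 4.10, led by Mcm3 (42.1-fold) and Hells (40.6-fold), and with Slbp lowest (2.52-fold). All 21 mitosis genes were higher (median 4.58), led by Aurkb (54.7-fold) and Nusap1 (47.4-fold), with Kif23 lowest (4.13-fold). The 25 genes of MYC targets and ribosome biogenesis had a median of 2.19, from Cad (9.31-fold) and Dkc1 (7.51-fold) to Odc1 (1.30-fold). The 17 measured Wnt targets had a median of 3.25, with 3 of them set to the floor of 3 counts in enterocyte-like cells and Lgr4 lowest at 1.03-fold (0.949 to 1.12). Each of these 4 lists lay at the 100th percentile of 10000 random lists matched on expression. The Wnt list shares genes with the stem markers and the mitosis list shares genes with the cycling markers. Without those genes the medians were 2.37 and 4.58, each again at the 100th percentile. The median log2 ratio over all 11104 measured genes was 0.22.

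Another 5 lists lay low in stem-like cells. In the hypoxia list 11 of 13 genes were lower (median log2 ratio −1.11, percentile 0.10), with Egln3 lowest at 1.41 against 23.7 CPM and Hk2 (2.12-fold) and P4ha1 (1.37-fold, 0.952 to 2.02) highest. Cluster 13, an enterocyte-like cluster of 77 cells, had the highest level of the hypoxia list in the library, at 698 CPM. The hypoxia result need not hold for the other enterocyte-like cluster. In the antioxidant list 16 of 21 were lower (−0.50, percentile 1.42). Srxn1 was at 10.3 against 74.4 CPM, Prdx6 at 602 against 727 CPM, while Prdx4 (2.01-fold), Gclc (1.60-fold) and Prdx3 (115 against 86.1 CPM) were higher. In the intestinal identity list 12 of 15 were lower (−0.63, percentile 1.04), with Maf at 2.75 against 107 CPM, and Cdx1 (1.63-fold) among the higher. In the list of BMP and Smad4 targets 4 of 6 were lower (−0.84, percentile 2.15), with Id3 at 21.5 against 78.0 CPM, Id1 at 106 against 165 CPM, and Bambi and Id2 highest at 2.26 against 0.073 and 21.9 against 1.54 CPM. In the list of mitochondrial and respiratory chain genes 14 of 16 were lower (−0.46, percentile 4.08). The mitophagy kinase Pink1 was at 12.8 against 42.5 CPM, whereas the import receptor Tomm20 (2.02-fold, 1.95 to 2.09) and Tfam (2.30-fold) were higher. The percentile was above 5 for the mitochondrial list under 3 of 16 alternatives, for intestinal identity under 2 and for BMP targets under 1. The control list of dissociation stress genes was also lower in all 11 members (−1.17, percentile 0.14), and housekeeping genes lay at percentile 76.0.

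The remaining lists lay between the 5th and 95th percentiles. These were mTORC1 (median log2 ratio 0.37, from Nupr1 at 43.0-fold and Psat1 at 12.5-fold to Ddit3 at 0.287-fold), glutamine metabolism (0.60, from Ppat at 62.3-fold and Slc7a5 at 7.10-fold to Got1 at 0.584-fold) and Hedgehog (0.52, from Smo at 31.8-fold and Cdk6 at 11.2-fold to Ihh at 0.22-fold). Notch had a median of 0.56, with Lfng at least 21.3-fold higher on a floor of 3 counts and Maml1 lowest at 0.884-fold (0.649 to 1.21). The unfolded protein response had a median of −0.27 (−0.45 to 0.47 over the alternatives), with Sdf2l1 and Creld2 highest at 1.59-fold and 1.33-fold. The fetal and regenerative list had a median of 0.34 (−1.18 to 1.14 over the alternatives, called low under 1), with Clu at 108-fold (29.8 to 897) and Anxa1 at 45.6-fold highest and Il33 lowest at 0.052-fold. Hes1 was at 195 against 148 CPM and Lyz1 at 27.8 against 16.4 CPM. Of the pluripotency list only Klf4 was measured, at 16.9 against 73.0 CPM, and no median was taken. Cluster 13, an enterocyte-like cluster of 77 cells, had the highest level of this list in the library, at 238 CPM. It was also highest for the fetal and dissociation stress lists, at 782 and 3534 CPM. The pooled enterocyte-like level leans on that cluster for the pluripotency list and may do so for the hypoxia, fetal and dissociation stress lists. It need not hold for the other enterocyte-like cluster.

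**Figure D3:**
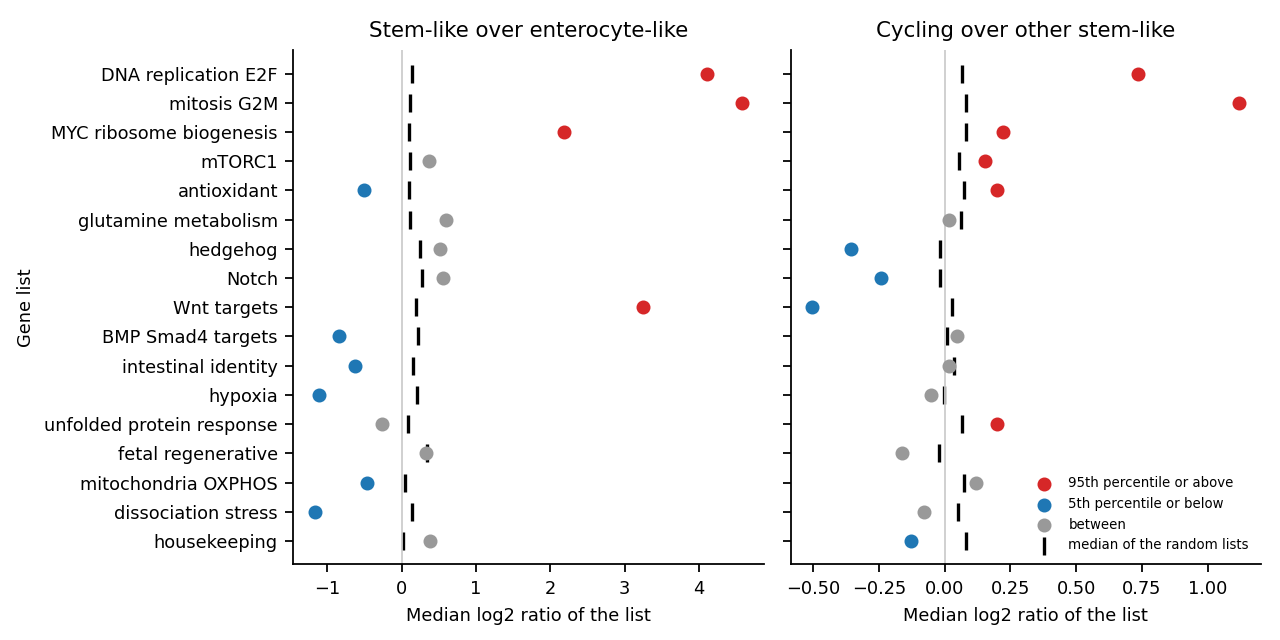
Median log2 ratio of each gene list in stem-like over enterocyte-like cells (left) and in cycling over other stem-like cells (right). Points are coloured by the list's percentile among 10000 random lists, and ticks mark the median of those random lists. DNA replication reached 4.10 on the left and 0.73 on the right.

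The study separated proliferative from non-proliferative stem clusters by comparing gene sets of each mutant villus stem cluster with a wild-type stem cluster. Here the 209 cells of the cycling stem-like cluster were set against the 192 cells of the other, which is a different contrast. The other cluster also held cycling markers, at 1172 CPM against 119 CPM in enterocyte-like cells, so it is not a non-proliferative counterpart. In the cycling cluster Lgr5 was lower, at 24.8 CPM (22.4 to 27.4) against 82.9 CPM (77.1 to 89.0), a ratio of 0.299 (0.264 to 0.338), Gkn3 at 0.316-fold (0.293 to 0.341) and Prom1 at 0.578-fold (0.526 to 0.635). Cd44 was closer, at 0.83-fold (0.755 to 0.914), and Ephb2 did not differ beyond counting error (37.9 against 37.7 CPM). Mki67 was 2.49-fold (2.33 to 2.66) and Top2a 3.75-fold (3.54 to 3.98) higher. The 5 highest genes outside the clustering set were histone genes, Hist1h2bn, Hist1h2bb, Hist1h3b, Hist1h2ad and Hist1h2ak, from 27.0-fold down to 13.5-fold, and such histone copies can share reads. The 5 lowest were Nupr1 (0.147-fold), Plxnb1 (0.178-fold), Pik3ip1 (0.265-fold), Nkd1, a feedback inhibitor of Wnt signaling (0.265-fold), and Amotl2 (0.269-fold). Hes1, a Notch target, was at 164 against 248 CPM, Lyz1 at 16.7 against 46.6 CPM, and Id1 was 1.54-fold higher (1.41 to 1.68). Over the alternatives the log2 ratio of Lgr5 ran from −2.04 to −0.73. The cycling cluster was defined by its level of 8 cycling markers, all of which are in the mitosis list.

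By list, DNA replication (24 of 25 genes higher, median log2 ratio 0.73), mitosis (18 of 21, 1.12) and MYC targets (25 of 25, 0.22) lay at or above percentile 99.9 in the cycling cluster. Tk1 (3.11-fold) and Rrm2 (3.04-fold) led DNA replication and Cdc6 was lowest (0.872-fold, 0.712 to 1.07). Aurkb (3.52-fold) followed Top2a in the mitosis list and Ccnb2 was lowest (0.766-fold). Srm (1.45-fold) and Cad (1.43-fold) led the MYC list. Hedgehog (15 of 20 lower, −0.36, percentile 0.01) and Wnt targets (15 of 17 lower, −0.50) lay low. Dpysl2 (1.49-fold) and Ihh (1.31-fold, 0.956 to 1.80) were highest of the Hedgehog list. Ccnd1 was the highest Wnt target at 1.05-fold (0.984 to 1.11). The Hedgehog call held under all 16 alternatives, the mitosis call under all 16 and the Wnt call under 15. The DNA replication and MYC calls held under 14 each. With another clustering seed DNA replication lay at percentile 71.3, and 5 of 15 lists were called in place of 9.

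Smaller shifts did not hold as well. The mTORC1 (0.15, percentile 95.2), antioxidant (0.20, percentile 98.8) and unfolded protein response (0.20, percentile 96.6) lists lay high and the Notch list lay low (−0.24, percentile 4.44), but the calls were lost or turned under 6, 5, 6 and 7 of 16 alternatives. Mthfd2 (1.53-fold) and Slc7a5 (1.52-fold) led the mTORC1 list, Nqo1 (1.85-fold) and Gsr (1.53-fold) the antioxidant list with Cat lowest (0.675-fold), Sdf2l1 (1.49-fold) and Creld2 (1.35-fold) the unfolded protein response with Dnajb9 lowest (0.585-fold), and Jag1 (1.23-fold, 0.907 to 1.69) and Nrarp the Notch list. Glutamine metabolism (0.02; Got1 1.36-fold, Glul 0.711-fold), BMP targets (0.05; Id3 1.39-fold, Id2 0.529-fold), intestinal identity (0.02; Hnf4g 1.37-fold, Gata4 1.33-fold, Klf4 0.673-fold), hypoxia (−0.05; Ankrd37 1.38-fold, Ero1l 1.29-fold, Ndrg1 0.473-fold), the fetal list (−0.16, from −0.69 to 0.32 over the alternatives and called, in both directions, under 6 of 16; Anxa1 3.17-fold, Anxa3 1.01-fold, Clu 0.30-fold) and mitochondrial genes (0.12; Cox5a 1.22-fold, Cs 123 against 103 CPM, Pink1 0.656-fold) lay between the limits, though hypoxia and mitochondrial genes were each called under 1 alternative. Of the control lists, dissociation stress lay at percentile 7.10 (called low under 3 alternatives). Housekeeping genes were called low, at percentile 0.92 (median −0.13), and under 15 of 16 alternatives. A control list thus moved by a size near that of the mTORC1, antioxidant, unfolded protein response and MYC medians (0.15 to 0.22), in the other direction. Calls of that size need not be specific to those lists. Ctnnb1, Tomm20, Prdx3 and Prdx6 were at 0.831-fold, 1.17-fold, 1.14-fold and 0.998-fold. One cell of the other stem-like cluster had no Epcam or Krt8 UMI and 11096 Igkc UMIs, as a plasma cell would, and supplied 99.9% of that cluster's Igkc. Without cells of this kind 8 of 15 lists were called, against 9 with them.

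To compare cells at equal depth, each was thinned to 2000 UMIs. At that depth 50.2% of cells (48.0% to 52.3%) had 2 or more of 8 cycling genes, against 88.9% unthinned. The share was 81.8% (75.9% to 86.8%) in the cycling stem-like cluster, 33.9% (27.2% to 41.0%) in the other, and 3.52% (1.62% to 6.57%) in enterocyte-like cells. Of the 1043 thinned cells with 2 or more cycling genes, 236 were stem-like (22.6%, 20.1% to 25.3%). The other 807 lay in other clusters, 232 of them in cluster 1. Lgr5 was seen in 2.84% of thinned cells (2.17% to 3.65%) and in 13.6% unthinned. In the other stem-like cluster it was seen in 20.8% of thinned cells (15.3% to 27.3%), in the cycling stem-like cluster in 4.78% (2.32% to 8.62%), and in enterocyte-like cells in 0.391%. The unnamed cluster 7 had it in 3.16% of thinned cells (1.04% to 7.23%) and the goblet-like cluster in 2.38% (0.29% to 8.34%). The T cell-like cells, which should lack Lgr5, had it in 0 of 31 cells, which allows up to 9.68% of cells with an Lgr5 UMI at this depth, taking 3 counts as the limit for a count of 0. Their median depth was 22475 UMIs, against 60838 in stem-like cells.

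The 1 cluster named as secretory was goblet-like and held 84 cells. No cluster met the rule for Paneth-like, tuft-like or enteroendocrine-like cells, though 60 cells carried 3 or more Paneth markers and 5 cells 3 or more enteroendocrine markers. The goblet-like cluster also held Paneth cell transcripts, with 85.3% of the library's Lyz1 (lysozyme) UMIs and 94.0% of its Defa24 (a defensin) UMIs. In it, 41 cells had 10 or more Muc2 UMIs, 46 had 10 or more Lyz1 UMIs and 21 had both. Dividing the cluster again gave 5 groups. One of 21 cells had Muc2 at 3282 CPM together with Defa24 at 15664 CPM. Another of 15 cells had Lyz1 at 2913 CPM, Muc2 at 18.5 CPM and Gkn3 at 380.2 CPM. The groups of 18, 17 and 13 cells had Muc2 at 304, 5.65 and 1737 CPM, and Defa24 at 4523, 15.1 and 598 CPM. The tuft markers together were at 22.9 CPM in the unnamed cluster 8 (6.35% of cells), against 3.68 CPM in all kept cells, but none led it and its 32 Dclk1 UMIs came from 1 cell. In the whole library 3 cells carried 3 or more tuft markers and 2 of these were stem-like. Those 3 cells held 43 Dclk1 and 19 Lgr5 UMIs, too few for a comparison of tuft cells with other epithelial cells.

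Cdx2, the intestinal lineage transcription factor (ENSMUSG00000029646, chromosome 5, 147300900 to 147307249), was compared across clusters because the study described its uneven loss. The study saw that loss by immunostaining of tissue, which measures protein. The values here are RNA, so they do not test the loss that the study described. Stem-like cells had 122 CPM and enterocyte-like cells 106 CPM, a ratio of 1.15 (1.08 to 1.23), and the cycling and other stem-like clusters had 123 and 121.5 CPM. Over 13 epithelial clusters of 20 or more cells the level ran from 62.6 CPM in cluster 7 to 143 CPM in cluster 1, a ratio of 2.29 (2.03 to 2.60). No Cdx2 UMI was seen in 5.91% of epithelial cells, where Poisson sampling at 1 common level gives 2.09%. That excess lay at percentile 62.2 among 585 genes of like total, so cells without a Cdx2 UMI were not in excess of what such genes show.

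**Figure D4:**
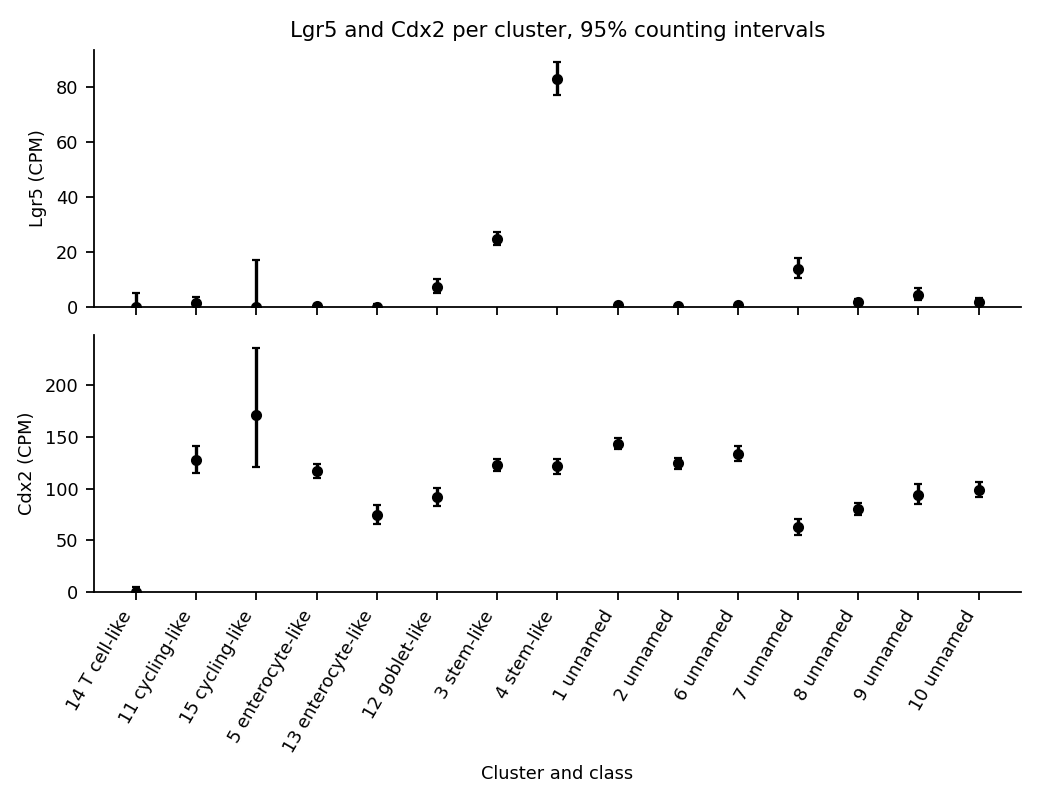
Lgr5 (top) and Cdx2 (bottom) CPM in each cluster, with 95% counting intervals as bars. Lgr5 was highest in cluster 4 at 82.9 CPM, and Cdx2 ran from 62.6 CPM in cluster 7 to 143 CPM in cluster 1 among clusters of 20 or more epithelial cells.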

Values the study reported

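The study reported 13 Leiden clusters from 4143 cells of the mutant villi. By lysozyme staining, it placed Paneth cells in the crypts and found none in the villi of the double mutant at the stage before ectopic crypts formed.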

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

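All 3 results here come from parts of the library that the comparisons did not use, and they were chosen after the data were seen.

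A group of 31 T cell-like cells was present in a library labelled as epithelium. Gzma was at 21105 CPM in them and Xcl1 at 548 CPM, with Tcrg-C4, a gamma T cell receptor gene, at 245 CPM.

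Barcodes between 1000 UMIs and the minimum for a cell, 1580 in number, held 123 Lgr5 UMIs in 69 barcodes. Their level was 13.6 CPM (11.3 to 16.2), against 4.27 CPM in barcodes under 100 UMIs, and free RNA at that level would give 38.7 UMIs.

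Igkc, an immunoglobulin light chain gene, was at 915 CPM in barcodes under 100 UMIs, while it was at 2.06 CPM in enterocyte-like cells.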

How the results depend on the processing

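No paired analysis was possible because only 1 library was analysed here. The minimum of 1000 UMIs, the lists without naming markers, the random lists without clustering genes and the removal of cells without an Epcam or Krt8 UMI were chosen after the data were seen, as were all alternatives for Cdx2 and for Lgr5 between stem-like clusters. The share of secretory cells ran from 3.64% to 4.61%, inside its 95% interval, and the number of cells kept from 1737 to 3052, within 1.5 times the main number. The number of lists called in stem-like against enterocyte-like cells ran from 7 to 10 (9 in the main setting). DNA replication, mitosis, MYC, Wnt, antioxidant and hypoxia kept their calls under all 16 alternatives there. The log2 ratio of the summed UMIs of Wnt targets that are not stem markers was 1.44 (1.39 to 1.49) in stem-like against enterocyte-like cells. It is called the Wnt ratio below and is a different measure from the median of gene ratios given for the Wnt list in the Results. The log2 ratio of Lgr5 between cycling and other stem-like clusters was −1.74 and stayed below 0 throughout. The cause was not tested for any change listed next, except that the unthinned shares follow from depth. With 0.5 times the UMI minimum, enterocyte-like cells were 10.3%. With 2 times the minimum, stem-like cells were 16.4%, the Wnt ratio was 1.58, the Lgr5 ratio −1.16 and the Cdx2 range 1.97-fold. With a mitochondrial limit of 10%, enterocyte-like cells were 3.56%, the Wnt ratio 1.75, the Lgr5 ratio −1.12 and the Cdx2 range 2.01-fold. Without doublet removal, stem-like cells were 21.6%. With a minimum of 1000 UMIs, enterocyte-like cells were 9.80% and thinned cells with 2 or more cycling genes 47.7%. The Wnt ratio was then 1.38, the Lgr5 ratio −2.04 and the Cdx2 range 2.93-fold. With the listed genes kept in, enterocyte-like cells were 8.71%, the Lgr5 ratio −1.56, and 5 lists were called between the stem-like clusters, against 9. At resolution 0.5 there were 9 clusters, stem-like cells were 26.4%, enterocyte-like cells 4.57%, the Wnt ratio 1.32, the Lgr5 ratio −0.73 and the Cdx2 range 1.92-fold. At this resolution the mTORC1, antioxidant, Notch and unfolded protein response medians between the stem-like clusters turned, to −0.047, −0.025, 0.14 and −0.079, and the unfolded protein response median against enterocyte-like cells turned from −0.27 to 0.47. That median also turned with a mitochondrial limit of 10%, to 0.30. The fetal median against enterocyte-like cells turned from 0.34 to −1.18 at resolution 1.5. At resolution 1.5, stem-like cells were 16.0%, the Wnt ratio 1.56 and the Lgr5 ratio −1.38. With seed 1, stem-like cells were 17.1% and 5 lists were called between the stem-like clusters. Unthinned, 88.9% of cells had 2 or more cycling genes and 13.6% had an Lgr5 UMI. Of enterocyte-like cells, 53.9% had 2 or more cycling genes unthinned, so at full depth this share does not count cycling cells. Depth limits the share of cells with an Lgr5 UMI, since a thinned cell holds 2000 UMIs.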

Other observations

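The test of Malat1 and the test of damage by Cdx2 in the other clusters of high mitochondrial share were set before their results were seen, and all other tests below were chosen afterwards. Genes of the Reg family, picked after their values were seen, differed between clusters. Reg3b, a secreted lectin, was at 36822 CPM in enterocyte-like cells and 1391 CPM in stem-like cells, and Reg3g at 10052 and 882 CPM. Reg1 was at 7164 CPM in the unnamed cluster 10 and 2585 CPM in enterocyte-like cells, against 121 CPM in stem-like cells. In clusters 7 and 8, the former of high mitochondrial share, Gkn3 was at 77.7 and 46.6 CPM and Cd44 at 79.2 and 49.8 CPM. Stem-like cells had Gkn3 at 124.5 CPM and Cd44 at 71.5 CPM, and the cycling stem-like cluster 69.1 and 66.5 CPM. These markers were thus not confined to the clusters named stem-like. The calcium-binding gene S100g was at 3452 and 5073 CPM in clusters 7 and 8, against 52.7 CPM in stem-like cells.

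Stem transcripts in a library labelled villus had 3 technical explanations. Free RNA would give Lgr5 to all types alike, but the lower bound of the ratio of stem-like to enterocyte-like cells was 71.7. Doublets would hold more UMIs, and the other stem-like cluster had 0.878 times the median UMIs of enterocyte-like cells (0.784 to 0.971, from resampling cells). The cycling one had 1.37 times (1.29 to 1.44, from resampling cells) but 0.0140 times their enterocyte markers. Its MYC list CPM was 1.16 times (1.10 to 1.22, from resampling cells) that of the highest other cluster. A doublet of cells from other clusters would lie between its parents. The MYC list was taken after the data were seen and is highest in this cluster, so its result was open to that choice. It does not cover doublets with a parent inside the cluster. The depth comparison of the other stem-like cluster does not cover doublets with a cell of few UMIs, as in clusters 7, 9 and 11. Crypt cells carried into the preparation may be a source, since 15 cells gave 1% or more of their UMIs to Paneth markers. Of these, 14 lay in the goblet-like cluster. In that cluster, 16 of 24 cells with 10 or more Defa24 UMIs also had 10 or more Muc2 UMIs. Whether Paneth genes come on in mutant villus cells was not tested, and without the crypt library both sources stay open. No biological explanation was tested.

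Clusters 7, 9 and 11 had few UMIs and a high mitochondrial share. Loss of cytoplasmic RNA from damaged cells is a candidate explanation, since nuclear Malat1 was at 2.71, 2.24 and 1.93 times its level in the other epithelial clusters, the last with an interval of 1.90 to 1.96. The tables argue against free RNA filling these barcodes, since their Igkc level allows at most 0.495% of it. No biological explanation was tested.

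The low Cdx2 level of cluster 7 could come from depth or damage. Both would lower Cdx2 also in clusters 9 and 11, which have like median UMIs and a high mitochondrial share, but there it was 0.913 times the remaining epithelial clusters (0.846 to 0.984), above the 0.7 set in advance for damage. The clusters compared were not matched for cell type, so this result does not rule out depth or damage. What lowers Cdx2 in cluster 7 stays open, and no biological explanation was tested.

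The number of cells kept here was 2079. That is lower than the number quoted from the study above, which came with no stated filter, and 4152 barcodes held 500 UMIs or more.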
